# Cecal MicroRNAome response to *Salmonella enterica* serovar Enteritidis infection in White Leghorn Layer

**DOI:** 10.1186/s12864-016-3413-8

**Published:** 2017-01-13

**Authors:** Guixian Wu, Yukai Qi, Xiaoyi Liu, Ning Yang, Guiyun Xu, Liying Liu, Xianyao Li

**Keywords:** Laying chicken, miRNA, *Salmonella enterica* serovar Enteritidis, Next generation sequencing

## Abstract

**Background:**

*Salmonella enterica* serovar Enteritidis (SE) is a food-borne pathogen and of great threat to human health through consuming the contaminated poultry products. MicroRNAs (miRNAs) play an important role in different biological activities and have been shown to regulate the innate immunity in the bacterial infection. The objective of this study is to identify miRNAs associated with SE infection in laying chicken cecum.

**Results:**

Average number of reads of three libraries constructed from infected and non-infected chickens was 12,476,156 and 10,866,976, respectively. There were 598 miRNAs including 194 potential novel miRNAs identified in which 37 miRNAs were significantly differentially expressed between infected and non-infected chickens. In total, 2897 unique target genes regulated by differentially expressed miRNAs were predicted, in which, 841 genes were uniquely regulated by up-regulated miRNAs (G1), 636 genes were uniquely regulated by down-regulated miRNAs (G2), and 1420 were co-regulated by both up and down- regulated miRNAs (G3). There were 118, 73 and 178 GO (Gene ontology) BP (Biological process) terms significantly enriched in G1, G2 and G3 groups, respectively. More immune-related GO BP terms than metabolism-related terms were found in G1. Expression of 12 immune-related genes of four differentially expressed miRNAs was detected through qRT-PCR. The regulatory direction of gga-miR-1416-5p, gga-miR-1662, and gga-miR-34a-5p were opposite with the target genes of *TLR21*, *BCL10*, *TLR1LA*, *NOTCH2* and *THBS1*, respectively.

**Conclusion:**

The miRNAs contribute to the response to SE infection at the onset of egg laying through regulating the homeostasis between metabolism and immunity. The gga-miR-125b-5p, gga-miR-34a-5p, gga-miR-1416-5p and gga-miR-1662 could play an important role in SE infection through regulating their target genes. The finding herein will pave the foundation for the studies of microRNA regulation in SE infection in laying hens.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3413-8) contains supplementary material, which is available to authorized users.

## Background

*Salmonellosis* is one of the most important food-borne diseases, with an estimated one million human cases and more than 350 deaths occurring each year in the United States [1]. Non-typhoidal *Salmonella* is the main cause of foodborne disease in the United States [2]. *Salmonella enterica* serotype Enteritidis (SE) is one of the most common serotypes of *Salmonella* bacteria reported worldwide which is the major source of human intestinal infections [3]. The animal or animal product including poultry, eggs, milk and milk products could be the carriers of SE which threaten the human health [4–6]. *Salmonella* organisms could penetrate the intestines mucosal epithelium to outcompete the resident microbial flora and cause the pathological reaction [7]. Egg-related salmonellosis is costing $44 million per year in Australia [8].

MicroRNAs (miRNAs) are small (19 ~ 24 nt long), non-coding, single-stranded and conserved RNAs. It performs multiple functions through regulating gene expression mainly at the post-transcriptional levels [9]. It plays an important role in different biological activities such as the development, cell differentiation and disease [10, 11]. MiRNA could regulate innate immunity caused by viruses, bacteria, fungi, and protozoa infection [12, 13]. MiR-21, miR-146a/b and miR-155 were obviously up-regulated in rat’s mononuclear cells after *Salmonella* infection [14, 15]. Let-7 was down-regulated to induce the release of cytokine IL6 (interleukin 6) and IL10 to participate in the regulation of immune response to *Salmonella* infection in macrophages [14]. MiRNAs also could buffer and alter the variance of relatively lowly expressed genes in the response to *Salmonella* infection in pig [16]. However, the responsive miRNAs in laying hen *Salmonella* infection is still unclear.

The objective of the present study is to discover the miRNAs in the response to *Salmonella* infection in chicken cecum at the onset of egg laying. Next generation sequencing (NGS) has been widely used to analyze the miRNA expression profile in many studies [17–19]. In the current study, the Solexa Sequencing method was used to detect differentially expressed miRNAs in the response to SE infection in White Leghorn at the onset of egg laying. Our results will expand the list of miRNAs related to the host responses to SE infection in chickens.

## Results

### Preliminary analysis of the raw data

Six libraries were constructed from infected (I) and non-infected (N) chickens, three in each group. 

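Each of the 6 libraries was made from 1 pool of RNA, from 3 birds per pool in the infected group and 2 birds per pool in the non-infected group. The birds were 20-week-old White Leghorn layers, an egg-laying breed, and were sampled 7 days after the infected group received feed with 580000000 cfu (colony-forming units) of Salmonella Enteritidis. The paper names the cecum, the blind pouch of the hindgut, as the tissue and a single feeding on the first day, whereas the sample labels of the series name the small intestine and feeding on every day. For each library the authors deposited a list of distinct sequences, called tags here, with the number of reads of each, not normalized and without miRNA names or genome positions. The paper's methods describe adaptor trimming and quality filtering with FASTX-Toolkit, removal of contaminated reads and matching to the genome and to miRBase, but its text does not name which of these reads the lists hold. The lists held 90091, 95747 and 100495 counts in non-infected replicates 1, 2 and 3, and 522382, 125728 and 83519 counts in infected replicates 1, 2 and 3. The mean was 243876 ± 242115 counts (SD, n = 3) in the infected group and 95444 ± 5209 counts (SD, n = 3) in the non-infected group, a difference within the spread between infected replicates (exact permutation test, two-sided, p = 0.4, where 3 libraries against 3 cannot go below p = 0.1). The ratio of the means was 2.56, and it was 1.10 without infected replicate 1. These means were 4.80% of the paper's mean number of clean reads of the infected group and 3.96% of that of the non-infected group, so the lists hold part of each library, and the percentages given here are of the listed counts. Together the lists held 83375 distinct tags of 15 to 32 nt, of which 3892 were counted in every library. In each library at least 63.3% of the distinct tags were counted once. The most abundant tag, GGCCCGAACAGAAGGG, took from 3.53% of the counts in infected replicate 1 to 6.06% in non-infected replicate 1. The most common tag length was 15, 16 or 17 nt in every library. Tags of 15 to 17 nt took 39.4% ± 6.85 of the counts (SD, n = 3) in the infected and 45.5% ± 1.45 (SD, n = 3) in the non-infected group, and tags of 21 and 22 nt took 10.3% ± 1.82 (SD, n = 3) and 8.36% ± 1.11 (SD, n = 3), respectively. Exact permutation tests of these 2 differences in length, two-sided, gave p = 0.2 for each, and 0.2 after Benjamini-Hochberg adjustment. With the libraries paired by the replicate number of the labels, the share of 15 to 17 nt was lower in the infected library of 3 of 3 pairs (exact sign-flip permutation test, two-sided, p = 0.25, the smallest that 3 pairs allow). The share of 21 and 22 nt was higher in the infected library of 2 of 3 pairs (p = 0.5 from the same exact test). Counted by distinct sequences in place of reads, the difference between the groups in tags of 21 and 22 nt moved from 1.95 to 0.554 percentage points. For tags of 15 to 17 nt the difference, infected minus non-infected, moved from -6.19 to -2.21. Without infected replicate 1, the differences in counts were 1.51 for 21 and 22 nt and -2.32 for 15 to 17 nt. Of the 12 miRNA primers in Additional file 5, 11 shared no stretch of 15 nt with any tag. Among these 11 were gga-miR-215-5p and gga-miR-chr13_10222, which have the largest read counts of both groups in Table 2. So the lists are unlikely to be a random part of the reads, if the primers carry the miRNA sequences. Other miRNAs of Table 2 were not searched for, and the counts of the miRNAs in Tables 2 and 4 were not analysed here.

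**Figure D1:**
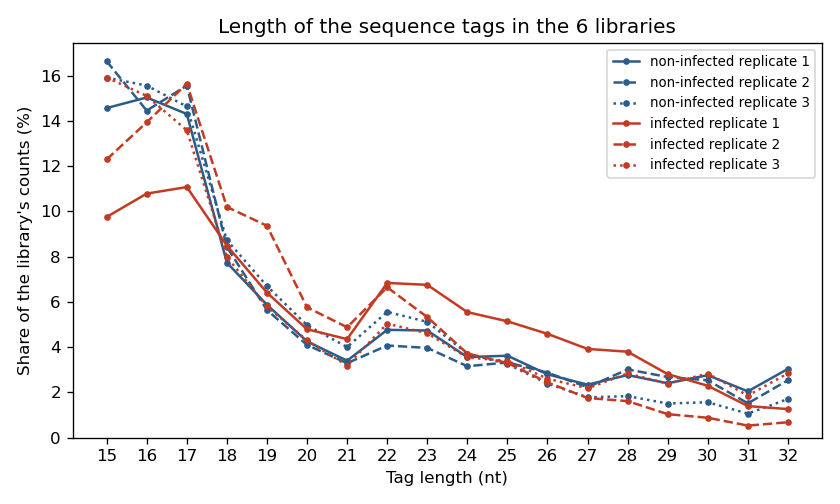
Share of each library's counts (%, vertical axis) by tag length (nt, horizontal axis) in the 3 infected (red) and 3 non-infected (blue) libraries, where line style gives the replicate. Each line has its highest share at 15, 16 or 17 nt, and in every library the share at 22 nt is above the share at 21 nt.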

The average number of total reads of three libraries obtained from I and N chickens were 12,476,156 and 10,866,976, respectively, and the filtered clean reads were 5,078,218 and 2,411,757, respectively (Table 1). In the I group, 3,456,099 clean reads were exactly matched to the chicken genome, 525,400 1-mismatched and 108,131 2-mismatched. In the N group, 1,722,678 clean reads were exactly matched to chicken reference genome, 149,372 1-mismatched and 47,761 2-mismatched. Altogether, 80.5% (4,089,630) and 79.6% (1,919,811) of clean reads were mapped to the genome in the I and N group, respectively. The miRNAs with 21 nt in length were most abundant followed by 22 nt in both I and N groups.

**Table 1:** Number of reads in the infected and non-infected groups

Item	Infected	Non-infected
Total read	12,476,156	10,866,976
Clean data	5,078,218	2,411,757
Exact matched reads	3,456,099	1,722,678
1-mismatch reads	525,400	149,372
2 mismatch reads	108,131	47,761
Total matched reads	4,089,630	1,919,811

Number of reads in each chromosome (Chr) was counted (Additional file 1 and Fig. 1). In general, number of read counts in I group was more than that in N group in each chromosome. For the I group, there were 769,514, 929,207 and 810,295 clean reads matched on Chr1, Chr3, and Chr13, which account for 19.81, 18.82 and 22.72% of total clean reads, respectively. For the N group, there were 367,058 and 693,717 clean reads matched on Chr1 and Chr3, which account for 19.12 and 36.13% of total clean reads, respectively. The count of matched clean reads on Chr13 in I group was eight folds more than that in N group.

**Fig. 1:**
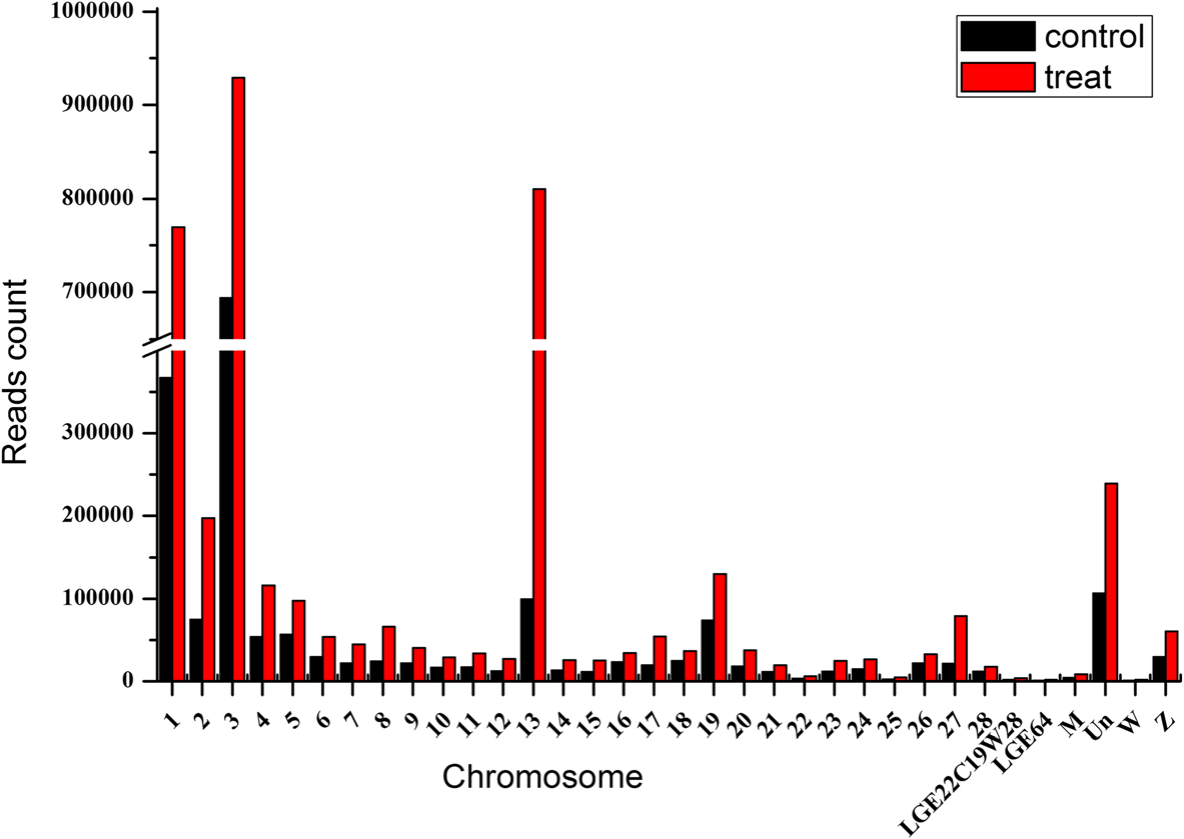
The distribution of clean reads in the genome

### MiRNA identification and genome distribution

To identify the miRNAs, small RNA sequences obtained by deep sequencing were aligned with known miRNA sequences in the miRBase and Rfam (http://pfam.xfam.org). The novel miRNAs were predicted through miRDeep. There were 598 miRNAs including 194 novel miRNAs identified. The number of identified miRNAs in each chromosome was counted (Fig. 2). The chromosomes could be divided into three clusters based on the number of mapped miRNAs: (1) Chr18, Chr22, Chr24, Chr25, Chr27, less than ten miRNAs in each chromosome, (2) Chr5, Chr6, Chr8-12, Chr19, Chr21, Chr23, Chr26 and Chr28, 10–20 miRNAs in each chromosome, (3) Chr1-4, Chr7, Chr13-17, Chr20 and ChrZ, more than 20 miRNAs in each chromosome. There were 77 miRNAs mapped on Chr1 and only two miRNAs on Chr22, respectively. The density distribution of miRNAs across chromosomes showed that number of miRNAs in 1Mbp DNA in each chromosome ranged from 0.19 (ChrW) to 2.77 (Chr21) (Additional file 2). The density of miRNAs in Chr1-12 was lower than one miRNA per 1 Mbp DNA. The density of miRNAs in Chr21, Chr23, Chr26 and Chr28 were more than two miRNAs per 1 Mbp DNA. There were 20–60% of known miRNAs in the miRBase observed in each chromosome except for the Chr21 (91.67%), Chr23 (73.33%), Chr18 (15.79%) and ChrUn (12.5%).

**Fig. 2:**
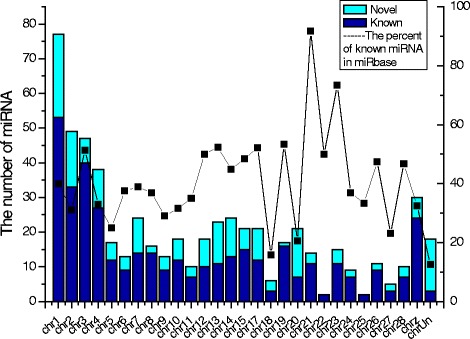
The distribution of miRNAs in genome

### Differentially expressed miRNAs responding to SE infection

The differentially expressed miRNAs between I and N groups were identified through edgeR package. There were 37 miRNAs significantly differentially expressed between I and N groups including 19 known miRNAs and 18 potentially novel miRNAs (*P* < 0.05 with false discovery rate (FDR) of 0.49 and fold change > 2) (Table 2). There were 22 miRNAs up-regulated post SE infection, which included 15 known and seven novel miRNAs. The highest fold change (71.24) was observed for gga-miR-490- 5p and the lowest fold change (2.06) for gga-miR-193b-3p. Fifteen miRNAs were down-regulated in the comparison of I/N, which included four known and 11 novel miRNAs. The highest fold change (15.13) was observed for gga-miR-chr17_13654 and the lowest (2.01) for gga-miR-chr15_12378. Gga-miR-490-5p, gga-miR-chr13_10137 and gga-miR-chrUn_AADN03024004_45551 were unique to the infected chickens. More than half of significantly differentially expressed miRNAs (17/37) were located on Chr1-10.

**Table 2:** Differentially expressed miRNAs between infected and non-infected chickens (*P* < 0.05, Fold change > 2)

miRNA	Read counts in non-infected	Read counts in infected	Fold change(I/N)	Chromosome position
gga-miR-490-5p	0	52.25	-^a^	chr1:58018956-58019049
gga-miR-chr13_10137	0	21.65	-^a^	chr13:1853152-1853219
gga-miR chrUn_AADN03024004_45551	0	14.83	-^a^	chrUn_AADN03024004:12315-12384
gga-miR-216a	13.32	208.79	15.63	chr3:301576-301682
gga-miR-217-5p	35.76	250.64	6.65	chr3:298908-299015
gga-miR-193a-3p	31.91	153.08	4.27	--------
gga-miR-1a-3p	383.04	1784.26	4.26	chr20:8472264-8472335
gga-miR-1b-3p	298.63	1358.11	4.12	chr23:4294311-4294375
gga-miR-chr6_35375	71.63	300.31	4.05	chr6:2271072-2271138
gga-miR-490-3p	283.61	1123.92	3.76	chr1:58018956-58019049
gga-miR-133a-3p	11115.44	43083.62	3.51	chr2:102176852-102176939
gga-miR-133c-3p	9130.66	33983.52	3.38	chr23:4294450-4294529
gga-miR-133b	8841.86	32748.91	3.36	chr3:107209162-107209246
gga-miR-9-3p	27.29	94.26	3.24	chr28:3378846-3378934
gga-miR-chr13_10219	5157.10	16050.59	2.93	chr13:7833540-7833603
gga-miR-chr13_10222	907675.18	2759302.93	2.86	chr13:7834142-7834200
gga-miR-chr15_12339	221046.01	604996.23	2.59	chr15:463481-463561
gga-miR-chr3_27485	334.10	844.81	2.41	chr3:65480575-65480649
gga-miR-1416-5p	177.32	420.27	2.30	chrZ:34781500-34781589
gga-miR-125b-3p	1026.62	2508.62	2.29	chr1:98380667-98380757
gga-miR-125b-5p	6220.19	14048.45	2.10	chr1:98380667-98380757
gga-miR-193b-3p	216.46	492.77	2.06	chr14:762080-762163
gga-miR-chr15_12378	10551.58	5882.44	−2.01	chr15:4870074-4870145
gga-miR-215-5p	6638307.42	3618379.46	−2.02	chr3:18143688-18143793
gga-miR-147	3180.31	1712.26	−2.10	chr10:10170160-10170230
gga-miR-1662	2111.61	1000.82	−2.39	chr2:1818924-1818997
gga-miR-chr7_36925	1908.29	858.02	−2.50	chr7:6845145-6845212
gga-miR-chr2_16700	141.08	49.79	−2.78	chr2:73136006-73136063
gga-miR-34a-5p	278.17	99.89	−2.93	chr21:3266631-3266740
gga-miR-chr10_6644	27.94	3.81	−3.85	chr10:7087285-7087353
gga-miR-chr1_5477	36.18	4.44	−4.69	chr1:152779416-152779543
gga-miR-chr10_6507	51.26	13.08	−4.88	chr10:1689882-1689969
gga-miR-chrUn_AADN03024004_45550	16.72	1.27	−5.56	chrUn_AADN03024004:1006-1069
gga-miR-chr20_19772	62.48	14.47	−6.10	chr20:10132999-10133045
gga-miR-chr20_19953	281.37	24.37	−15.02	chr20:1049342-1049435
gga-miR-chr20_19955	281.37	24.37	−15.02	chr20:1153806-1153899
gga-miR-chr17_13654	40.24	1.27	−15.13	chr17:6752602-6752677

^a^Specifically expressed in infected group

The heat map and hierarchical clustering demonstrated that the miRNA profiles from I and N groups were distinct (Fig. 3). The infected and non-infected groups were separated distinctly. The differentially expressed miRNAs were clustered into two groups. MiRNAs in group one showed higher expression in the N group but lower expression in I group, which including gga-miR-34a-5p, gga-miR-215-5p, and gga-miR-1662. MiRNAs in group two showed higher expression in I group but lower expression in N group including gga-miR-125b-3p, gga-miR-1416-5p and gga-miR-125b-5p.

**Fig. 3:**
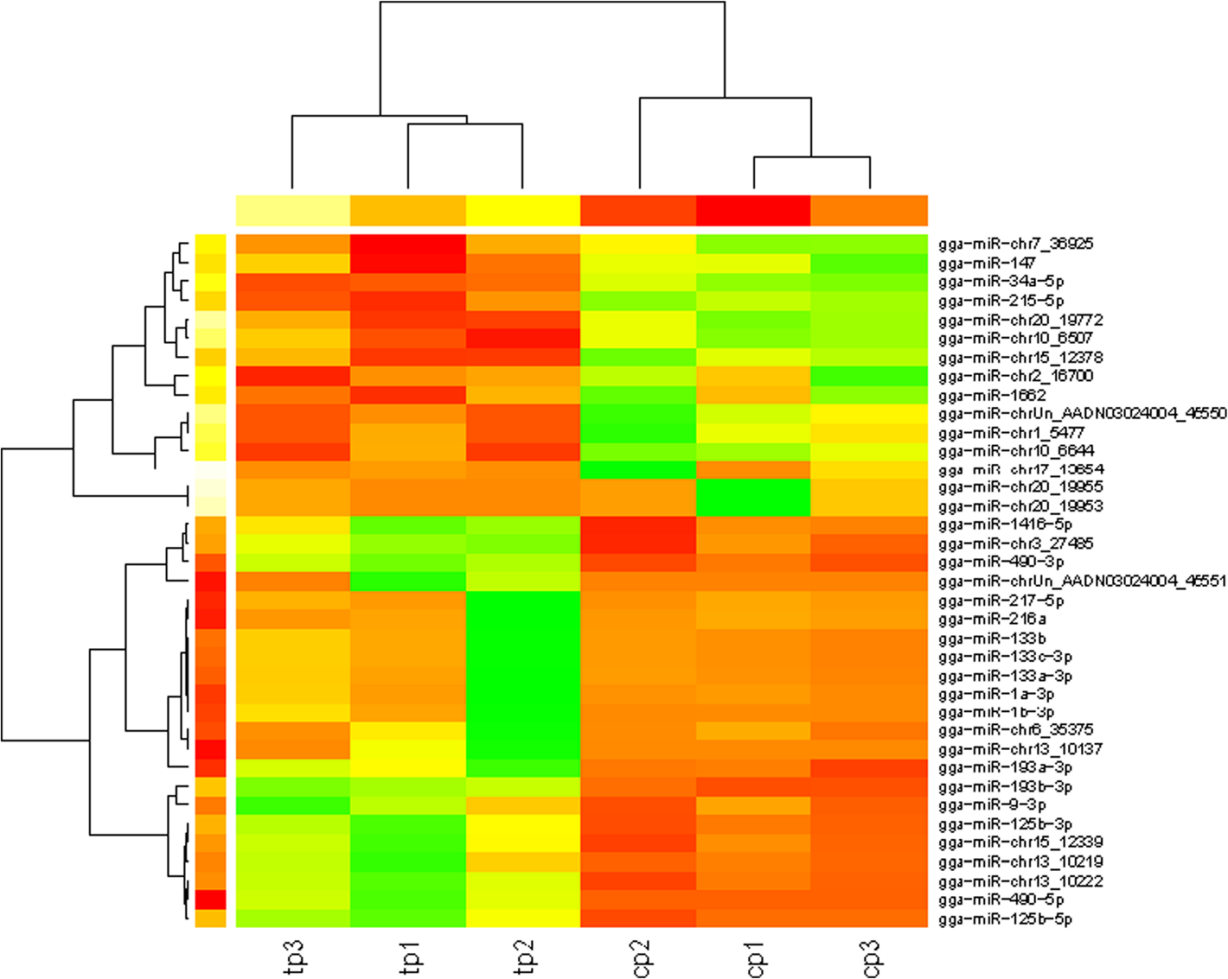
The heatmap of the differentially expressed miRNAs. Note: The heat map was computed using a function of heatmap.2 in gplots by R platform. The green indicated higher miRNA expression level and the red showed lower miRNA expression level. Tp1, tp2 and tp3 were the sample pools in the I group, cp1, cp2 and cp2 were sample pools in the N group

### MiRNA target gene identification

To investigate the biological role of the differentially expressed miRNAs, the potential target genes were predicted using Miranda algorithm with the Vienna package. In total, 2897 unique target genes regulated by those differentially expressed miRNAs were predicted, in which, 841 genes were uniquely regulated by up-regulated miRNAs (G1), 636 genes were uniquely regulated by down-regulated miRNAs (G2), and 1420 were co-regulated by both up and down-regulated miRNAs (G3). One hundred and seventy-six immune-related genes were retrieved from the Ensembl BioMart database [20]. In total, 587 pairs of interaction between miRNAs and immune-related genes were obtained (Additional file 3). Gga-miR-34a-5p interacted with the greatest number of immune-related genes (46), while the gga-miR-215-5p only interacted with one immune-related gene.

### Gene ontology (GO) analysis for target genes

To demonstrate the function of target genes of differentially expressed miRNAs, functional annotation was performed through DAVID (The Database for Annotation, Visualization and Integrated Discovery) for the target genes in the G1, G2 and G3 groups, respectively (Additional file 4). There were 118, 73 and 178 GO BP (biological process) terms significantly enriched in G1, G2 and G3, respectively (*P* < 0.05). The GO BP terms were categorized by CateGOrizer using “Immune System Gene Classes” GO classification (Fig. 4). For target genes in G1, the enriched GO BP terms were categorized into ten ancestral classes, which could be divided into three groups: 1) immune-related function including death, apoptosis, cell adhesion, stress response, response to abiotic stimulus, regulation of apoptosis, and response to external stimulus occupied 61.54% of all ancestral classes, 2) metabolism-related including carbohydrate metabolism, protein metabolism, and catabolism, occupied 30.76% of all ancestral classes, 3) cell adhesion occupied 7.69% of all ancestral classes. For target genes in G2, the enriched GO BP terms were categorized into 12 ancestral classes. The immune-related classes including stress response, death, response to abiotic stimulus, lymphocyte activation, apoptosis, T cell activation, lymphocyte differentiation, regulation of apoptosis, occupied 36.83% of all ancestral classes. The metabolism-related classes including catabolism, protein metabolism, carbohydrate metabolism, occupied 60.53% of all ancestral classes. For target genes in G3, the enriched BP terms were categorized into 20 ancestral classes, the immune-related classes occupied 80.58% of all ancestral classes, and metabolism-related classes occupied 15.28%.

**Fig. 4:**
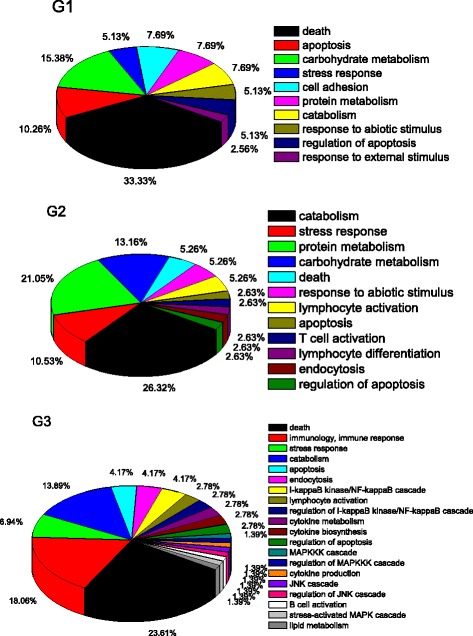
The classification of GO BP terms associated with target genes. Note: G1, genes uniquely regulated by up-regulated miRNAs; G2, genes uniquely regulated by down-regulated miRNAs; G3, genes co-regulated by both up and down-regulated miRNAs

### KEGG Pathway analysis

For the target genes in the G1, only one pathway of endocytosis was significantly enriched (*P* < 0.05) with the fold enrichment of 1.65, which included 18 target genes. For target genes in the G2, five pathways were significantly enriched, which were ECM-receptor interaction, glycolysis/gluconeogenesis, focal adhesion, melanogenesis and proteasome. Proteasome had the highest fold enrichment of 3.53 and focal adhesion included the largest number of target genes (16). For target genes in the G3, Cell cycle and SNARE interactions in vesicular transport were significantly enriched and associated with 27 and 9 genes, respectively (Table 3).

**Table 3:** The significantly enriched pathways in three groups of target genes (*P* < 0.05)

	Pathway	No. of genes	*P* value	Fold enrichment	Genes
G1	Endocytosis	18	0.040	1.65	CHMP2A, HRAS, CLTC, CHMP2B, EPS15, SMAP2, AP2A2, TFRC, RABEP1, CXCR4, WWP1, NTRK1, MDM2, IL2RG, PDCD6IP, EGF, EHD3, AP2M1
G2	ECM-receptor interaction	10	0.007	2.86	CD47, COL4A2, ITGA8, ITGAV, COL6A3, ITGA3, VTN, SDC2, SDC3, SPP1
	Glycolysis/Gluconeogenesis	7	0.017	3.32	LDHB, GPI, TPI1, LDHA, PGM1, DLD, PGAM1
	Focal adhesion	16	0.018	1.91	COL4A2, MAP2K1, ACTN1, ITGA3, VTN, PPP1CC, CDC42, CCND1, ITGA8, ITGAV, COL6A3, ILK, RHOA, MAPK9, FIGF, SPP1
	Melanogenesis	10	0.020	2.43	WNT5A, KRAS, MAP2K1, CALM, MAP2K2, ADCY5, FZD1, CAMK2D, WNT6, FZD7
	Proteasome	6	0.024	3.53	PSMC3, PSMA4, PSMC2, PSMD3, PSME3, PSMD4
G3	Cell cycle	27	3.68E-04	2.04	E2F1, YWHAZ, E2F4, E2F5, ANAPC10, CIP1, CDKN2B, TFDP2, BUB1, CCNA2, RBL2, YWHAB, SKP2, RB1, SKP1, CDC27, MCM5, ATM, CDC25A, WEE1, CDK3, YWHAG, YWHAH, CCND3, HDAC1, PLK1, YWHAQ
	SNARE interactions in vesicular transport	9	0.041	2.21	STX6, STX17, USE1, BET1L, SEC22B, VAMP3, GOSR2, SNAP23, GOSR1

*Note*: G1 means the unique target genes of up-regulated miRNAs, G2 means the unique target genes of down-regulated miRNAs, G3 means the target genes regulated by both up and down-regulated miRNAs

### Protein-protein Interacting Network of the immune-related target genes

The Reactome FIViz (http://f1000research.com/articles/3-146/v2) app in Cytoscape was used to examine the potential protein-protein interactions of the 176 immune-related genes encoded proteins [21]. Through Cytoscape, there were 98 proteins accepted by Reactome FIViz and clustered into six network modules (Fig. 5). The top ten proteins interacted with more than 15 other proteins were illustrated in the center of the network. JUN protein interacted with 32 proteins, and LYN and JAK with 21 proteins, respectively.

**Fig. 5:**
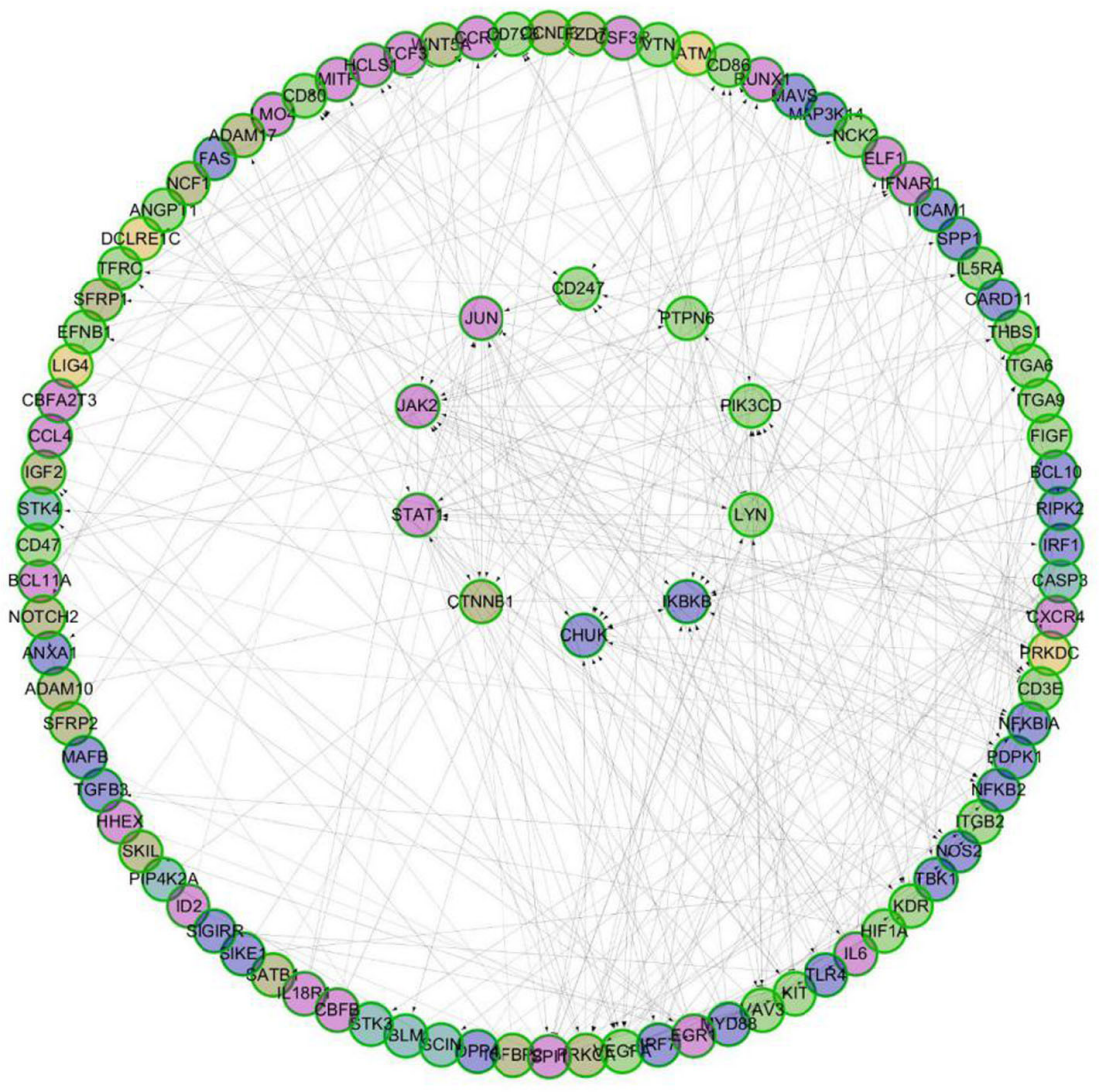
Protein-protein interaction network of the immune-related target genes

### Validation of differentially expressed miRNAs

The relative expression level of 12 differentially expressed miRNAs regulating immune-related genes was validated through quantitative real-time PCR (qRT-PCR). The specific primers for those 12 miRNAs (seven up-regulated miRNAs (including two novel miRNAs) and five down-regulated miRNAs (including two novel miRNAs)) were listed in Additional file 5. The results showed that all the miRNAs selected for qRT-PCR validation were significantly differentially expressed. All the results in qRT-PCR were consistent with those obtained from the sequencing except for gga-miR-193b-3p which had reverse regulatory direction (Table 4). The gga-miR-1416-5p and gga-miR-125b-5p were up-regulated. The gga-miR-1662 and gga-miR-34a-5p were down-regulated after SE infection.

**Table 4:** Fold change of miRNAs obtained from qRT-PCR and Solexa Sequencing

miRNA	qRT-PCR	Sequencing
gga-miR-34a-5p	0.363*	0.342*
gga-miR-chr15_12378	0.382**	0.498*
gga-miR-chr7_36925	0.274**	0.400*
gga-miR-1662	0.418**	0.419*
gga-miR-215-5p	0.416**	0.495*
gga-miR-133b	2.283**	3.359*
gga-miR-chr13_10219	2.229**	2.931**
gga-miR-chr13_10222	1.810*	2.862**
gga-miR-1b-3p	2.808**	4.115**
gga-miR-1416-5p	2.602**	2.297*
gga-miR-193b-3p	0.575*	2.060*
gga-miR-125b-5p	2.335**	2.095*

*Note*: *, *P* < 0.05; **, *P* < 0.01

### Target genes expression

Twelve immune-related target genes of 4 differentially expressed miRNAs (gga-miR-1416-5p, gga-miR-1662, gga-miR-125b-5p and gga-miR-34a-5p) were selected to detect the relative expression using qRT-PCR. The potential regulation was listed in Additional file 6. The specific primers were listed in Additional file 7. The results showed that eight target genes were significantly differentially expressed between I and N groups (Fig. 6). *NOTCH2*, *THBS1*, *RIPK2*, *IGJ* and *TLR1LA* were significantly up-regulated (*P* < 0.05) and *CCL4*, *TLR21* and *BCL10* were significantly down-regulated following SE infection. Five of eight target genes had reversely regulatory direction with their regulating miRNAs following SE infection.

**Fig. 6:**
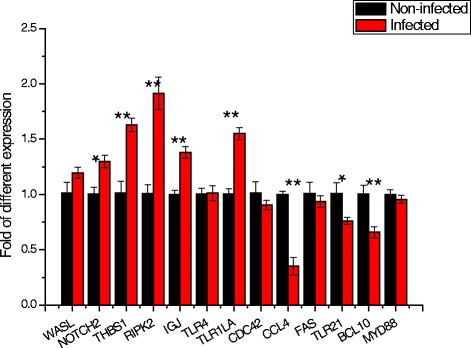
Qualification of immune-related target genes of differentially expressed miRNAs

## Discussion

MiRNAs play a vital role in regulating immunity induced by bacteria [22–24]. Regulation of miRNA expression responding to bacterial infection is emerging as a crucial part of the host response to infection [22]. The onset of egg laying is a complex physiological process when physiological and hormonal stress occurs. Previously, we have studied the splenic gene expression in laying hens through microarray [25]. In the current study, cecal miRNA profiling in the response to SE infection in laying hens has been identified through Solexa sequencing. In total, 404 known miRNAs and 194 potential novel miRNAs were expressed in six libraries.

MiRNA distribution varies widely in different chromosome in different species, and chromosomes with higher number of miRNAs most likely play regulatory roles in several cellular processes including disease. MiRNAs associated with cancer and cardiovascular disease are mostly located in Chr1, 14, 19, and X in human [26]. There is a significant association between the chromosomal location of miRNAs and those of cancer susceptibility loci in mouse [27]. There are 39.66% miRNA genes located on chicken chromosome 1, 2, 3, and 4 [26]. The skew distribution of miRNAs has been observed following SE infection in the current study. Majority of miRNAs responding to SE infection located on Chr1, 2, 3, 10, 13, and 20. There was no miRNAs observed in chicken Chr16 which is consistent with the current results from miRBase database (http://www.mirbase.org).

SE infection stimulates the miRNAs expression. Thirty-seven miRNAs were differentially expressed following SE infection. Read counts in the infected group were higher than those in the non-infected group (Fig. 1). In the current study, more up-regulated miRNAs were observed at 7 days post infection (dpi) (22 up-regulated vs. 15 down-regulated). More miRNAs are up-regulated at 2 days post infection with *S. Typhimurium* in piglet which is consistent with current miRNA profiling [28]. The similar response to Gram-negative bacterial infection could be regulated by miRNAs. MiRNA regulation in immune response is influenced by genetic background. It has been reported that opposite miRNA profiling was found between SPF layer and broiler chickens infected with AIV (Avian Influenza Virus) [19, 29]. Functionally, the miRNAs target mRNAs and trigger either translation repression or RNA degradation in animal [30]. It has been reported that the complicated interaction between immune system and metabolism exists during SE infection in laying hens [31]. Maintaining metabolic homeostasis requires a balanced immune response. The perturbation of this equilibrium could result in pathological situations [32]. It has been reported that miRNAs are fine-tuners of metabolic processes [33] and could generate a bidirectional functional link between metabolism and pathogenesis [32]. In the current study, target genes of up-regulated miRNAs were associated with stronger immune function than metabolism function. Target genes of down-regulated miRNAs were associated with stronger metabolism compared with immune function. The target genes regulated by both up- and down-regulated miRNAs were also associated with stronger immune function than metabolism (Fig. 4). The target genes of up- and down regulated miRNAs may buffer the homeostasis between immune response and metabolism. Those miRNAs may contribute to buffer the gene expression of target genes [16, 32]. The immune function was repressed at the onset of egg laying [25, 34, 35]. The results herein suggested that miRNAs could regulate the interaction between immune response and metabolism on day 7 post SE infection in laying hens.

It is noteworthy that the Proteasome pathway had the highest fold enrichment in the enriched pathways. The proteasome is a protein-destroying apparatus involved in many essential cellular functions including antigen processing for appropriate immune responses and inflammatory responses [36–38]. The nonclassical class Ib molecule Qa-1b is a dominant restricting element to the recognition of CD8+ T Cells which is proteasome-dependent during *Salmonella* infection [39]. Type III protein secretion systems (T3SS) effector protein activities of *Salmonella* are temporally regulated by proteasome-dependent protein degradation [40]. The LMP2 protein, a subunit of the cytosolic proteasome complex, is up-regulated after invasion of HLA-B27-transfected HeLa cells by *Salmonella typhimurium* [41]. Both *Salmonella enteritidis* and *Salmonella typhimurium* are gram-negative bacteria. This could suggest that proteasome is an important defense system to protect against bacterial colonization regulated by miRNAs in chicken.

MiR-34a-5p was down-regulated and potentially targeted 46 immune-related genes in chicken after SE infection. MiR-34a was associated with the cellular senescence, it was strongly up-regulated and targeted the important proto-oncogene *MYC* during B-RAF-induced senescence [42]. MiR-34a may play an important role in the loss of oxidative defense in rat liver during aging through suppressing the expression of Sirt1, Mgst1, Sp1 and Nrf2 [43]. *Bcl-2* and the *Foxp1* transcription factor, which were required for early B cell development [44], are the direct target of miR-34a, so it was hypothesized that miR-34a plays an important role in B cell development [45–47]. MiR-34a causes a partial block in B cell development, whereas its knockdown results in increased B cells development in rat bone marrow [48]. *CCL4*, *IL8L1* and *CDC42* were contained in the *Salmonella* infection pathway and were all targeted by miR-34a. *CCL4* gene is significantly up-regulated at different time points (1, 2, 4, and 8 h) after SE endotoxin treatment [49]. *CDC42* could activate the Arp2/3 by N-WASP (Neural Wiskott-Aldrich syndrome protein) to mediate actin polymerization in the invasion of SE [50–53]. It has been reported that mir-34a exclusively expressed in AIV infected chicken lung with targeting 14 immune-related genes and four AIV genes [29]. Although there were no SE genes regulated by mir-34a predicted, the down-regulation of miR-34a may conduce to B cell development in the response to SE infection in chickens.

Gga-miR-1416 is located in the intron of MAMDC 2 (MAM domain containing 2) on ChrZ. Gga-miR-1416 is up-regulated in both layer and broiler following AIV infection suggests that it responds to AIV infection across diverse genetic lines [29]. Six immune-related genes were potentially targeted by gga-miR-1416-5p including *BCL10*, *NFKBIA* and *TLR21*, which were important in the response to bacterial infection. *BCL10* mediates the LPS-induced activation of *NF-κB* and *IL8* in normal human intestinal epithelial cells [54]. Chicken *TLR21* is involved in the recognition of bacterial components and *Salmonella* in the innate immune response [55]. The expression of *TLR 21* was decreased in the duodenum, jejunum, ileum, ceca and large intestine of broilers following SE infection [56]. In the current study, the expression of *TLR 21* was significantly down-regulated and had reversely regulatory direction with the regulating gga-miR-1416-5p post SE infection. Gga-miR-1416-5p could play an important role in response to SE infection through regulating the target genes.

The interaction of miRNA with target genes plays an important role in many biological functions. Toll-like receptors (*TLR*) recognizes specific patterns of microbial components and participate in the innate immunity and antigen-specific adaptive immunity [57]. As one of the main pattern recognition receptors, *TLR* can identify the pathogen to activate the immune cells response and induce to produce type I interferon and a series of proinflammatory cytokines [58]. *TLR1LA* could combine with *TLR2* to form a dimer and efficiently identify bacterial peptidoglycan and lipoprotein [59]. *TLR1LA* is significantly up-regulated at the ileum, cecum and colon at 24 h post SE infection in day-old chickens [56]. Gga-miR-1662 was significantly up-regulated in chicken lung following AIV infection [29]. Gga-miR-1662 was down-regulated while its target gene *TLR1LA* was up-regulated in the response to SE infection in the current study. The interaction of gga-miR-1662 with *TLR1LA* could be important in the respond to SE infection in chicken. Further study is warranted to verify the function of interaction between gga-miR-1662 and *TLR1LA*.

## Conclusions

MiRNAs mediate the homeostasis between metabolism and immunity in the response to SE infection at the onset of egg laying. The gga-miR-34a-5p, gga-miR-1416-5p and gga-miR-1662 could play important roles in SE infection through regulating their target genes. The finding herein will pave the foundation for the studies of microRNA regulation in SE infection in laying hens.

## Methods

### Animals and SE challenges

One hundred 20-week old SE negative White Leghorn layers were used in the current study. Chickens were randomly divided into two groups with equal number, infected group (I) and non-infected (N) group. At the first day, chickens in the infected group were fed with 30 g feed containing 5.8 × 10^8^ cfu SE at a time and the non-infected birds were fed with regular feed as described previously (Wu et al., [25]). Chickens in each group were sacrificed by cervical dislocation at 7 days post infection (dpi). The cecum samples were aseptically harvested from each chicken and put into RNAlater solution (Life technologies, Grand Island, USA) and stored at –20 °C. All animal procedures were approved by Shandong Agricultural University Animal Care and Use Committee.

### Small RNAs library construction and deep sequencing

In total, nine infected and six non-infected birds were randomly selected for further RNA isolation. Total RNA was isolated from each individual sample using Trizol following the manufacture’s protocol (Life technologies, Grand Island, USA). The RNA integrity and concentration were checked and measured using gel electrophoresis and Nanodrop (Thermo Fisher Scientific, Wilmington, USA).

Six small RNA libraries were pooled from I and N groups, three in each group. Each small RNA library from I (tp1, tp2, tp3) and N (cp1, cp2, cp3) group consisted of three and two individual samples with equal amount of RNA, respectively. The small RNA pools were purified and enriched using denaturing polyacrylamide gel electrophoresis. A pair of Illumina proprietary adaptors was ligated to their 5’ and 3’ ends, followed by reverse transcription and cluster generation using TruSeq Small RNA Library Preparation Kit (Illumina Inc., San Diego, USA). Subsequently, the libraries were sequenced by Illumina Hiseq 2500 according to the manufacturer’s instructions at Genergy Inc (Shanghai, China).

### Basic data processing

The small RNA sequence reads were pre-processed using FASTX-Toolkit to filter low-quality reads and trim adaptor. After filtering adaptor sequences and removing contaminated reads, the clean reads were matched to chicken reference genome using the Bowtie [60]. The first 15 bp of the read was exactly matched. Two mismatched bases were accepted on the rest nucleotides of the read. The filtered sequences were matched with miRBase (http://mirbase.org/) to search for known miRNAs with exact matches. The unmatched data sets were aligned with chicken genomic sequence (Gallus_gallus-4.0) and predict the novel miRNAs using miRDeep [61].

### Differential expression analysis of miRNAs

To compare miRNAs expression level between I and N groups, read count of each identified miRNA was normalized to the total number of reads in each given sample. The differentially expressed miRNAs were identified through edgeR package with False discovery rate multiple testing correction [62]. The *P* < 0.05 and fold change > 2 was considered as significant difference.

### Target prediction and Gene Ontology (GO) enrichment analysis

The target genes of those significantly differentially expressed miRNAs were predicted using Miranda algorithm through the Vienna package [63, 64]. Functional annotation of GO and pathway analysis for those target genes of miRNAs were performed through DAVID 6.7 [65–67]. Significant over-representation is based on a Fisher Exact statistical methodology similar to that described by Al-Shahrour et al [68]. CateGOrizer was used to categorize the significantly enriched GO BP (biological process) terms [69].

### Protein-protein Interaction Network Analysis of the immune-related target genes

We converted the gene IDs of 176 immune-related target genes to the gene symbols of the encoded proteins using bioDBnet software (www.biodbnet.abcc.ncifcrf.gov/db/db2 db.php#biodb). Then the gene symbols were mapped onto the chicken functional interaction network found in the Reactome database using the Reactome FI network plug-in in the Cytoscape software [70].

### Quantitative real-time PCR of miRNAs and target genes

The same individual RNA samples used for sequencing were used for quantitative real-time PCR (qRT-PCR). In total, nine infected and six non-infected samples were used. Twelve differentially expressed miRNAs were validated and characterized using qRT-PCR. In brief, 1 μg of total RNA was reverse transcribed using Step PrimeScript® miRNA cDNA Synthesis Kit (Perfect Real Time) and amplified using Stratagene MX3000 real-time PCR System with miRNA specific primers (Additional file 5). The qRT-PCR was performed with SYBR green PCR master mix. Small nucleolar RNA U6 was used as endogenous control to normalize RNA input. The 20 μL PCR reactions included 10 μL SYBR® Premix Ex TaqTM II (2×), 0.4 μL ROX Reference Dye (50×), 0.8 μL Uni-miR qPCR Primer (10 μM), 0.8 μL forward qPCR Primer, 2 μL cDNA and 6 μL ddH_2_O. The qPCR amplification conditions were: 1 cycle of 95 °C for 30s, 40 cycles of 95 °C for 5 s and 60 °C for 30s. All qRT-PCR reactions were performed in triplicate. The relative expression were calculated using 2^-△△CT^ method. The student’s T-test was performed to examine the significance of miRNA expression between I and N groups.

Relative expression level of 12 immune-related target genes were quantified using qRT-PCR. The RNA was reverse transcribed to cDNA using TaKaRa Primer Script™ RT reagent kit (Perfect Real Time) (TaKaRa, Dalian, China) according to the manufacturer’s manual. The qRT-PCR was performed by Stratagene MX3000 real-time PCR System with SYBR green method. The specific primers were designed by primer premier 5.0 according to gene sequence (Additional file 7). The 20 μL PCR reactions included 10 μl SYBR Primer Ex Taq^TM^ (2×), 0.4 μl forward primer (10 μM), 0.4 μl reverse primer (10 μM), 0.4 μL ROX Reference Dye II (50×), 2 μL cDNA, 6.8 μL ddH_2_O. The conditions of qRT-PCR amplification and data analysis were the same as those used in miRNA qRT-PCR. The chicken β-actin was used as the internal control.

## Additional files

Additional file 1: The distribution of clean reads in the genome.
Additional file 2: Density distribution of miRNAs across chromosomes. Note: Densities are shown as number of miRNAs per megabase of DNA.
Additional file 3: Immune-related target genes and interaction with miRNAs.
Additional file 4: Enriched GO BP terms in each group. 

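Additional file 5 gives the forward primer of each of 12 miRNAs and of U6, the small RNA that the paper used as the endogenous control of qRT-PCR. Each primer was compared with the tags deposited for the 6 libraries, and a tag was counted for a primer if the pair shared 15 nt in a row. No tag was counted for 11 of the 12 miRNA primers, among them TGTCAGTGTCTTAGCTGGTTGTT for gga-miR-34a-5p, TCCCTGAGACCCTAACTTGTGA for gga-miR-125b-5p, TCCTTAACTCATGCCGCTGTG for gga-miR-1416-5p and CGTGGACATCATCATACTTGGGAT for gga-miR-1662. These 11 also include gga-miR-215-5p and gga-miR-chr13_10222, which have the largest read counts of both groups in the paper's Table 2. A random part of the paper's reads would hold counts of both, if the primers carry the miRNA sequences. So low depth is an unlikely reason for their absence. The smallest share that 3 counts can show lay between 0.000574% of the counts in infected replicate 1 and 0.00359% in infected replicate 3. The primer of gga-miR-chr15_12378, GGGGATGTAGCTCAGTGGTAGA, shared such a stretch with 11 tags, which were counted 12, 15 and 14 times in non-infected replicates 1, 2 and 3 and 13, 9 and 7 times in infected replicates 1, 2 and 3. They took 0.00601% ± 0.00311 of the counts (SD, n = 3) in the infected and 0.0143% ± 0.00122 (SD, n = 3) in the non-infected group, a ratio of 0.420, and every infected library was below every non-infected library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The most counted of them was TAGCTCAGTGGTAGA, a tag of 15 nt with 40 of these 70 counts, and 0 counts came from tags that hold a whole miRNA primer. These tags may come from other RNAs, so their share is not a measure of the miRNA. All tags of 15 nt took 12.7% of the counts in the infected and 15.7% in the non-infected group, a difference that was not corrected for. The primer of U6, GGCCAAGGATGACACGCAAA, shared such a stretch with 59 tags, of which CAAGGATGACACGCAAATTC was the most counted with 70 of 431 counts. Tags with the U6 sequence took 0.0565% ± 0.0347 of the counts (SD, n = 3) in the infected and 0.0369% ± 0.00634 (SD, n = 3) in the non-infected group, a difference within the spread between replicates (exact permutation test, two-sided, p = 0.6). The highest share was 0.0962% in infected replicate 2 (95% Wilson interval 0.0806 to 0.115), and without that library the ratio of the group means fell from 1.53 to 0.993. Intervals and smallest shares cover counting error only, since copies made by PCR are not independent molecules.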

(XLS 100 kb)
Additional file 5: Primer information for miRNAs validated by qRT-PCR.
Additional file 6: The potential regulation between miRNAs and target genes.
Additional file 7: The designed primers for genes validated by qRT-PCR.

## Abbreviations

SE: *Salmonella enterica* serovar Enteritidis
miRNA: MicroRNA
GO: Gene ontology
BP: Biological process
G1: Genes were uniquely regulated by up-regulated miRNAs
G1: Genes were uniquely regulated by down-regulated miRNAs
G3: Genes co-regulated by both up and down- regulated miRNAs
NGS: Next generation sequencing
I: Infected
N: Non-infected
Chr: Chromosome; ChrUn contains clone contigs that can’t be confidently placed on a specific chromosome
DAVID: The Database for Annotation, Visualization and Integrated Discovery
KEGG: Kyoto Encyclopedia of Genes and Genomes
qRT-PCR: Quantitative real-time PCR
AIV: Avian influenza virus
TTSS: Type III protein secretion systems
TLR: Toll like receptor
IL: Interleukin
FDR: False discovery rate

# Supplementary material for: Cecal MicroRNAome response to Salmonella enterica serovar Enteritidis infection in White Leghorn Layer
**Source:** BMC Genomics. 2017 Jan 13;18:77. doi: 10.1186/s12864-016-3413-8
**Supplement:** Additional file 1: — The distribution of clean reads in the genome.

**Additional file 1**

**Table s1**

**The distribution of clean reads in the genome**

|  | infected | | Non-infected | |
| --- | --- | --- | --- | --- |
|  | The average reads count | percentage | The average reads count | percentage |
| chr1 | 769514 | 18.82% | 367058 | 19.12% |
| chr2 | 197306 | 4.82% | 74807 | 3.90% |
| chr3 | 929207 | 22.72% | 693717 | 36.13% |
| chr4 | 116382 | 2.85% | 54105 | 2.82% |
| chr5 | 97911 | 2.39% | 56906 | 2.96% |
| chr6 | 54070 | 1.32% | 29644 | 1.54% |
| chr7 | 44894 | 1.10% | 22073 | 1.15% |
| chr8 | 66111 | 1.62% | 24458 | 1.27% |
| chr9 | 40385 | 0.99% | 22156 | 1.15% |
| chr10 | 29245 | 0.72% | 16558 | 0.86% |
| chr11 | 34085 | 0.83% | 17338 | 0.90% |
| chr12 | 27161 | 0.66% | 12445 | 0.65% |
| chr13 | 810295 | 19.81% | 99487 | 5.18% |
| chr14 | 25806 | 0.63% | 13477 | 0.70% |
| chr15 | 25358 | 0.62% | 11318 | 0.59% |
| chr16 | 34171 | 0.84% | 23220 | 1.21% |
| chr17 | 54406 | 1.33% | 19874 | 1.04% |
| chr18 | 36917 | 0.90% | 24887 | 1.30% |
| chr19 | 130330 | 3.19% | 73968 | 3.85% |
| chr20 | 37618 | 0.92% | 18012 | 0.94% |
| chr21 | 19435 | 0.48% | 11365 | 0.59% |
| chr22 | 6080 | 0.15% | 3316 | 0.17% |
| chr23 | 24692 | 0.60% | 12093 | 0.63% |
| chr24 | 26612 | 0.65% | 15052 | 0.78% |
| chr25 | 5068 | 0.12% | 2505 | 0.13% |
| chr26 | 33107 | 0.81% | 21850 | 1.14% |
| chr27 | 79112 | 1.93% | 21657 | 1.13% |
| chr28 | 17792 | 0.44% | 11821 | 0.62% |
| chrLGE22C19W28 | 3934 | 0.10% | 2197 | 0.11% |
| chrLGE64 | 2091 | 0.05% | 999 | 0.05% |
| chrM | 8898 | 0.22% | 4521 | 0.24% |
| chrUn | 239269 | 5.85% | 106617 | 5.55% |
| chrW | 1989 | 0.05% | 901 | 0.05% |
| chrZ | 60380 | 1.48% | 29411 | 1.53% |
| total | 4089630 | 100.00% | 1919811 | 100.00% |

# Supplementary material for: Cecal MicroRNAome response to Salmonella enterica serovar Enteritidis infection in White Leghorn Layer
**Source:** BMC Genomics. 2017 Jan 13;18:77. doi: 10.1186/s12864-016-3413-8
**Supplement:** Additional file 5: — Primer information for miRNAs validated by qRT-PCR.

**Additional file 5**

**Primer information for miRNAs validated by QRT-PCR**

| Primer | Sequences (5′→3′) | Length (nt) | GC (%) | Tm |
| --- | --- | --- | --- | --- |
| >gga-miR-125b-5p | TCCCTGAGACCCTAACTTGTGA | 22 | 50.0 | 60.1 |
| >gga-miR-133b | TACGTCCCCTTCAACCAGCTA | 21 | 52.4 | 60.0 |
| >gga-miR-193b-3p | GCCCACCAAGTCCCGCTTT | 19 | 63.2 | 61.9 |
| >gga-miR-chr13_10219 | GGCCAGTTGTCCCATGAATCCCT | 23 | 56.5 | 63.7 |
| >gga-miR-chr13_10222 | TGAGATGATGCACTGTAGCTCG | 22 | 50.0 | 60.1 |
| >gga-miR-34a-5p | TGTCAGTGTCTTAGCTGGTTGTT | 23 | 43.5 | 58.4 |
| >gga-miR-chr15_12378 | GGGGATGTAGCTCAGTGGTAGA | 22 | 54.5 | 61.9 |
| >gga-miR-chr7_36925 | CGCGTCTAGGGGTATGATTCTC | 22 | 54.5 | 61.9 |
| >gga-miR-1b-3p | GGCGGTGGAATGTTAAGAAGTATGTA | 26 | 42.3 | 60.4 |
| >gga-miR-1416-5p | TCCTTAACTCATGCCGCTGTG | 21 | 52.4 | 60.0 |
| >gga-miR-1662 | CGTGGACATCATCATACTTGGGAT | 24 | 45.8 | 60.3 |
| >gga-miR-215-5p | GCCGATGACCTATGAATTGACAGAC | 25 | 48.0 | 62.0 |
| U6 | GGCCAAGGATGACACGCAAA | 20 | 55.0 | 61.0 |

# Supplementary material for: Cecal MicroRNAome response to Salmonella enterica serovar Enteritidis infection in White Leghorn Layer
**Source:** BMC Genomics. 2017 Jan 13;18:77. doi: 10.1186/s12864-016-3413-8
**Supplement:** Additional file 6: — The potential regulation between miRNAs and target genes.

**Additional file 6**

**The potential regulation between miRNAs and target genes**

| miRNA | Target genes |
| --- | --- |
| gga-miR-1416-5p | IGJ |
|  | TLR21 |
|  | BCL10 |
| gga-miR-1662 | MYD88 |
|  | TLR1LA |
| gga-miR-125b-5p | WASL |
|  | RIPK2 |
|  | FAS |
| gga-miR-34a-5p | NOTCH |
|  | THBS1 |
|  | CDC42 |
|  | CCL4 |

# Supplementary material for: Cecal MicroRNAome response to Salmonella enterica serovar Enteritidis infection in White Leghorn Layer
**Source:** BMC Genomics. 2017 Jan 13;18:77. doi: 10.1186/s12864-016-3413-8
**Supplement:** Additional file 7: — The designed primers for genes validated by qRT-PCR.

**Additional file 7**

**The designed primers for gene validated by QRT-PCR**

| Gene | Accession No. | Sequence (5'-3') | |
| --- | --- | --- | --- |
| MYD88 | NM_001030962 | forward | TTACGAAGGAAGCAGCAGGA |
| reverse | CTGACAGTAGCAGATGAAGGCA |
| TLR1LA | NM_001007488 | forward | GCTTGACTTTAGTGCCTTCATGTTT |
| reverse | GCAAGCAATTGGCAGTAAGCT |
| WASL | XM_415994 | forward | AAAGGACAATCCGCAGAGGT |
| reverse | TCTCCAGCGAAGGTATGAAAAT |
| CDC42 | NM_205048 | forward | GTGATGATTGGAGGAGAGCC |
| reverse | TGAAGAAGGAGATACCACTGAAA |
| CCL4 | NM_204720 | forward | CCTCGCTGTCCTCCTCATT |
| reverse | CACTGGCTGTTGGTCTCGT |
| NOTCH2 | XM_001233595 | forward | ATTGATGATTGCTTCACGGC |
| reverse | TCTGACACGGATTGCTAACACA |
| THBS1 | XM_421205 | forward | GGACATTCCCATCCAAAACA |
| reverse | AAACACAAACCGCACATTCTG |
| FAS | XM_421659 | forward | TTACAGTTTCAGTGGTCAGTGCT |
| reverse | CATCTCATACACTCGTCCAAATC |
| RIPK2 | NM_001030943 | forward | AGCGAAACTTCCTTGCCAG |
| reverse | TTCCTTGACATCACTTCCCATA |
| TLR21 | NM_001030558 | forward | GATGGAGACAGCGGAGAA |
| reverse | GCGGAAGTACAAAGGTGC |
| IGJ | NM_204263 | forward | TGGGATGATGGTGAGGAGC |
| reverse | TGCGGTAGACAAAAGTGGTTC |
| BCL10 | XM_422365 | forward | GGACTGGATGCTTTGGTTGA |
| reverse | GAAGGGAGACAGCAGACATAAAT |
| β-actin | NM_205518 | forward | TGCTGTGTTCCCATCTATCG |
| reverse | TTGGTGACAATACCGTGTTCA |

How the deposited data were processed for this re-analysis (not part of the article)

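Small RNA libraries were sequenced from 6 pools of chicken RNA, 3 from the infected group with 3 birds per pool and 3 from the non-infected group with 2 birds per pool, 7 days after infection. For each library the authors deposited counts, that is, the number of reads of each distinct sequence (tag), without normalization, miRNA names or positions. According to the paper's methods, the authors trimmed adaptors and filtered reads by quality, removed contaminated reads, matched the clean reads to the chicken genome with Bowtie and to miRBase, and predicted further miRNAs with miRDeep. Which step the deposited tags come from is not named in the paper's text. The lists of infected replicates 2 and 3 ended in 103962 and 67611 empty rows, which were skipped. Samples were grouped by their labels, and the labels and the paper differ in tissue and feeding, as given with the description of the libraries.

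The lists held from 83519 to 522382 counts per library, 1017962 in all, and 83375 distinct tags of 15 to 32 nt. These totals were used as library sizes, as set before the data were examined. They are 4.80% and 3.96% of the paper's mean clean reads of the infected and non-infected group, and the fits were repeated with the paper's mean clean reads as library size. Shares of single libraries have 95% Wilson intervals, and the smallest share shown is 3 counts of the total. To look for a library listed more than once, the counts of each pair of libraries were compared by a chi-square over tags. Divided by its degrees of freedom it was from 2.40 to 10.9, where the same counts listed again would give 0 and counting noise alone about 1. Pools of different birds and copies made by PCR also raise this value, so it speaks only to repeated libraries.

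No reference genome or miRNA sequence set was used here. The paper's primers for 12 miRNAs and U6 and its 26 gene primers were compared with the tags by shared stretches of 15 nt, and 11 of the miRNA primers and all of the gene primers had none. The fits were therefore made on tags, by sequence, and no tag was given a gene name. Tests planned on miRNAs, their chromosomes, qRT-PCR directions and tissue marker miRNAs were not made.

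Tags with at least 10 counts summed over the 6 libraries (7737 tags, 87.6% of the counts) were compared between the groups with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood F test (glmQLFit and glmQLFTest), with library totals as library sizes and no TMM normalization. The paper's threshold of P under 0.05 and fold change over 2 was applied, as well as an adjusted p (Benjamini-Hochberg) under 0.05. Alternatives were TMM normalization, totals without the most abundant tag, DESeq2 1.42.0, edgeR's exact test, stricter filters and thresholds, the replicate number as a block and leaving out each library in turn. Fits without a filter and with the paper's mean clean reads were added after the data were examined. In the fits that left out a library, the tested tags were kept except those with no count in the remaining libraries, which left 7675 tags without infected replicate 1 and 7737 in the other fits. The tags named are the 5 with the smallest P among those past the paper's threshold, with a mean of at least 10 counts per library and every infected library on one side of every non-infected library in CPM, a rule set before the data were examined.

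The fit was tested on simulated counts with the tags' means and dispersions and the libraries' totals, with 200 tags changed. At a P under 0.05 and fold change over 2 it found 17.5%, 55% and 77.5% of tags changed 2, 4 and 8 times, and at an adjusted p under 0.05 it found 0%, 5.5% and 39.5%. Between 4.06% and 4.56% of unchanged tags had P under 0.05. The simulated tags were independent, and the filter of 10 summed counts was not applied to them again. So these rates may not hold for the real counts. The fit was repeated for all 10 splits of the 6 libraries into 3 and 3.

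Single values of the groups were compared by exact permutation tests, two-sided, for which 3 libraries against 3 cannot go below p = 0.1. The length shares were also compared within same-numbered pairs by exact sign-flip permutation tests, added after the data were examined. Libraries were clustered by complete linkage on Euclidean distances of log2(CPM + 1), over tags with a mean of at least 10 counts. Numbers of tags were also compared after drawing 83519 counts at random from each library, as the median of 21 draws. These steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.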

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

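The test of the filter on summed counts and the counts of splits by separating tags and with the replicate block were chosen after the result was seen. The tests of tags in this part were otherwise set down before the fold changes were computed.

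The paper reports on miRNAs and does not discuss the tags below. They were not matched to a genome or a miRNA sequence set, so their RNAs of origin are unknown. Several tags may be pieces of the same RNA. The tags of 28 and 30 nt among those named are longer than the range that the paper gives for miRNAs. Of 136 tags that met the rule for naming, the 5 with the smallest P are given, and all 5 were higher in every infected than in every non-infected library in CPM. The tag CGGGCCTGGTTAGTACTTGGAT was counted 75, 22 and 2 times in infected replicates 1, 2 and 3 and 0 times in the non-infected libraries, a log2 fold change of 7.34 (adjusted p = 0.0572 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The tag CCCATTCGTGATGGGGATCGGGGATTGC was counted 73, 16 and 2 times and 0 times in the non-infected libraries, with a log2 fold change of 7.13 (adjusted p = 0.0572). The tag TCTCGTCTGATCTCGGAAGCTAAGCAGGGT was counted 145, 6 and 2 times and 0 times in the non-infected libraries, with a log2 fold change of 7.46 (adjusted p = 0.0572). With 0 counts in the non-infected libraries, the size of these 3 fold changes depends on the method. DESeq2 gave log2 fold changes of 6.00, 5.77 and 6.04 for the same tags. The tag TTGGATGGGAGACTGCC was counted 195, 42 and 11 times in infected replicates 1, 2 and 3 and 2, 5 and 4 times in non-infected replicates 1, 2 and 3, with a log2 fold change of 2.87 (adjusted p = 0.0989). The tag GCTGCGAGAATTAATGTGAATT was counted 185, 2 and 2 times in infected and 0, 0 and 1 times in non-infected replicates 1, 2 and 3, with a log2 fold change of 5.13 (adjusted p = 0.106). In this fit, made without a block, no adjusted p was under 0.05. With the replicate number as a block, all 5 tags had an adjusted p under 0.05, from 0.00184 to 0.0402 in edgeR's quasi-likelihood test. The paper's methods describe no pairing of infected with non-infected pools, so the block rests on the labels' numbers alone. The separation of the groups was part of the rule by which these tags were chosen. In infected replicate 3, 4 of the 5 tags rested on 2 counts.

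Of 7737 tags tested, 778 passed P under 0.05 and fold change over 2, 543 higher and 235 lower in the infected libraries. Without the block none passed an adjusted p of 0.05, while 780 had an unadjusted P under 0.05. With the replicate number as a block, taken from the labels, 576 tags passed P under 0.05 and fold change over 2 and 27 passed an adjusted p of 0.05. The deviations of same-numbered libraries from their group means correlated across tags by 0.0454 to 0.0543, above every value for different numbers, which lay between -0.0520 and 0.00507. Of the 6 ways to pair the infected with the non-infected libraries, only the pairing by number gave a mean correlation as high. Deviations within a group sum to 0, so the values for different numbers are not an independent comparison, and tags are not independent replicates.

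The split into infected and non-infected libraries gave the most tags past P under 0.05 and fold change over 2. It was 1 of the 4 splits that part the 3 same-numbered pairs, and the other 3 gave from 244 to 651 tags. Over all 10 splits of 3 against 3, it was 1 split of 10 with as many tags, and the others gave up to 713. The real split gave 0 tags past an adjusted p of 0.05, a number that 4 of the 4 splits reach by definition, so this count tells nothing, and over the 10 splits up to 15 tags passed. With the replicate block, the real split was 1 of the 4 splits with as many tags for both thresholds. It gave 576 tags past P under 0.05 and fold change over 2 against 67 to 461 in the others, and 27 past an adjusted p of 0.05 against 0 to 7. A total of 984 tags (12.7%) placed every infected library on one side of every non-infected library, and 1 of the 4 splits that part the pairs gave as many, the others giving from 532 to 797. Over all 10 splits the next highest number was 976, from the split that put infected replicate 3 with non-infected replicates 1 and 3, which also gave the 713 tags. That split parts 1 same-numbered pair, not 3. With so few splits the share of splits with as many tags cannot fall under 0.05, so the splits cannot decide whether these numbers arose by chance.

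Technical explanations were tested on all tested tags or on those past P under 0.05 and fold change over 2. Across tags, the log2 fold change followed tag length with a Spearman rho of 0.155 and GC content with a rho of -0.0807. In the fit with the replicate block these were 0.119 and -0.0811. No fit corrected for tag length or GC content, so both stay open. The median log2 fold change was 0.19, which by itself decides nothing on library composition. TMM normalization, which corrects for composition, gave 791 tags past P under 0.05 and fold change over 2, 603 higher and 188 lower. This argues against composition, as far as TMM corrects it, as the source of the number of tags. TMM moved the median further from 0, to 0.28, so composition was not ruled out for the surplus of higher tags. Without infected replicate 1, the deepest library, 42.7% of the tags kept P under 0.05 and their direction, while 91.5% kept them without infected replicate 3, 73.7% without infected replicate 2 and from 53.3% to 56.4% without a non-infected replicate. These tags were chosen with infected replicate 1 included. A fit without it gave 560 tags past P under 0.05 and fold change over 2 and 20 past an adjusted p of 0.05. The numbers were 789 and 69 without infected replicate 2, 1057 and 133 without infected replicate 3, and from 521 to 534 and 0 without a non-infected replicate. The surplus of higher tags may come from a filter on summed counts, which tags of the deepest library pass most easily. With edgeR's filterByExpr, which asks for counts in several libraries, 46.7% of the tags past P under 0.05 and fold change over 2 were higher in the infected libraries, against 69.8% with the filter on summed counts. Tags passed both thresholds without the single deep library, but this does not show that it leaves differences unexplained. Some tags pass P under 0.05 by chance, and the tested tags were filtered with that library included. No splits were run without it, and the numbers changed with each library left out. The splits were too few to decide on chance. Tag length and GC content stay open, as does library composition for the surplus of higher tags. A response to infection remains a hypothesis beside these.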

How the results depend on the processing

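The number of tags past P under 0.05 and fold change over 2 was 778. It stayed within 1.5 times that number with TMM normalization, totals without the most abundant tag, edgeR's exact test, the replicate block and any fold change, and ran from 521 to 1057 across the 6 fits that each left out one library. It was 323 with DESeq2, 120 with filterByExpr, 60 with at least 10 counts in every library and 244 at P under 0.01. Of the alternatives added after the data were examined, it was 1218 with no filter and 387 with the paper's mean clean reads as library size. The stricter filters also tested fewer tags, 1198 and 674 in place of 7737. For the other changes the cause was not tested.

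The number of tags past an adjusted p of 0.05 was 0, with 780 at an unadjusted P under 0.05. It was 40 with DESeq2, 5 with edgeR's exact test, 27 with the replicate block and 49 with no filter, and ran from 0 to 133 across the 6 fits that each left out one library. It was 20, 69 and 133 without infected replicates 1, 2 and 3, and 0 in each fit without a non-infected replicate. It stayed 0 with TMM normalization, totals without the most abundant tag, filterByExpr, at least 10 counts in every library and the paper's mean clean reads. The cause was not tested.

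The share of tags higher in the infected libraries, among those past P under 0.05 and fold change over 2, was 69.8%. It was 76.2% with TMM normalization, 58.7% with the replicate block, 46.7% with filterByExpr, 48.3% with at least 10 counts in every library, 52.7% with no filter and 93.8% with the paper's mean clean reads, and ran from 57.1% to 71.8% with one library left out. Of the 5 tags named, 65 values under alternatives were all of the same sign, and 64 kept P under 0.05 and fold change over 2. The exception was GCTGCGAGAATTAATGTGAATT without infected replicate 1, with a log2 fold change of 2.12. The tags were chosen in the same data for a small P and for separated groups. Their shared sign was thus largely fixed in advance and is no independent check. All 5 tags had an adjusted p under 0.05 with the replicate block, with no filter, and without infected replicate 2 or 3. It held for 3 of the 5 with edgeR's exact test, for 2 without infected replicate 1 and for the 1 tag to which DESeq2 gave an adjusted p. For none did it hold with TMM normalization, totals without the most abundant tag, filterByExpr (1 tag tested), the paper's mean clean reads or without a non-infected replicate. The filters on several libraries removed 4 of these tags or all 5, and DESeq2 gave no P for GCTGCGAGAATTAATGTGAATT.

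The number of distinct tags was 83375, and 5076 with at least 10 counts in at least 1 library, 3892 with at least 1 count in every library and 55816 after drawing each library down to the smallest total. The ratio of the mean number of tags per library, infected to non-infected, was 1.54 and reversed to 0.946 at equal depth. Tags counted in every infected and no non-infected library numbered 422, with 2268 if fewer than 3 counts were allowed in each non-infected library and 162 at equal depth. So the depth of infected replicate 1 limits any statement on numbers of tags.

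The differences in tag length kept their direction under every alternative run. So did the excess of the mean distance between groups over that within groups. Clustering itself did not part the groups, since infected replicate 3 fell with the non-infected libraries each time. The exact permutation tests of 3 libraries against 3 cannot go below p = 0.1. The ratio of mean totals ran from 1.10 to 3.40 with one library left out. For tags with the U6 primer's sequence the ratio of mean shares was 1.53 and ran from 0.993 to 1.86, the lowest without infected replicate 2. For tags that shared 15 nt with the primer of gga-miR-chr15_12378 this ratio was 0.420 and ran from 0.337 to 0.543.

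Alternatives for the shares of chromosomes, the direction of the miRNAs of qRT-PCR, the shares of tissue marker miRNAs, the counting of mature sequences and clustering over the miRNAs of Table 2 were not run, because the tags were not assigned to miRNAs.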

Differences from the paper's values

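The deposited lists held a mean of 243876 counts per infected library, against the paper's mean of 5078218 clean reads, and 95444 counts per non-infected library, against the paper's 2411757. Leaving out each library in turn gave means from 104624 to 324055 in the infected group and from 92919 to 98121 in the non-infected group. None of these alternatives, set before the data were examined, closed the gap, an outcome fixed in advance, because the largest list held 522382 counts.

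The paper ranks 21 nt first and 22 nt next among the lengths of miRNAs in both groups. Among the deposited tags, which were not assigned to miRNAs, the most common length was 15, 16 or 17 nt in each library. Tags of 22 nt took 6.17% of the counts in the infected and 4.80% in the non-infected group, and tags of 21 nt took 4.14% and 3.56%.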

Other observations

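In this part, the test of the totals was chosen after the totals were seen.

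The larger mean total of the infected group rested on infected replicate 1. Without that library the ratio of mean totals, infected to non-infected, fell from 2.56 to 1.10, and infected replicate 3 had the lowest total of the 6 libraries. A single deep library is a candidate explanation for the difference in totals, and no biological explanation was tested.

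Tags counted in every infected and no non-infected library numbered 422, and tags counted in every non-infected and no infected library numbered 72. After drawing 83519 counts from each library, the numbers were 162 and 182. At that depth the libraries held 15771 ± 871 (SD, n = 3) distinct tags in the infected and 16670 ± 1360 (SD, n = 3) in the non-infected group (exact permutation test, two-sided, p = 0.5).

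The paper's clustering (Fig. 3) used the differentially expressed miRNAs. Over the 1986 tags with a mean of at least 10 counts, chosen without regard to the groups, complete-linkage clustering first parted infected replicates 1 and 2 from the other 4 libraries, which included infected replicate 3, and it did so under each of the 4 alternatives tried. The mean distance between libraries of different groups exceeded that within groups by 4.23, an excess that 3 of the 10 splits of 3 against 3 reached (exact permutation test, p = 0.3).

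Infected replicate 3 lay at a mean distance of 56.2 from the non-infected libraries and 78.1 from the other infected libraries, a ratio of 1.39. For infected replicates 1 and 2 this ratio was 0.945 and 0.983. A difference in library depth is an unlikely source, since the ratio for infected replicate 3 was 1.64 at the median of 21 draws that brought every library to the smallest total. A mislabelled sample, a mixed pool and differences between birds in their response to infection were not tested, and the tags of the 6 libraries cannot tell these apart.

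The adjusted p of the tags past P under 0.05 and fold change over 2 reached 0.493 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).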
